# The Spatial Association of Gene Expression Evolves from Synchrony to Asynchrony and Stochasticity with Age

**DOI:** 10.1371/journal.pone.0024076

**Published:** 2011-09-02

**Authors:** Qi Wang, Jianhua Huang, Xinmin Zhang, Bin Wu, Xiaoyu Liu, Ziyin Shen

## Abstract

For multicellular organisms, different tissues coordinate to integrate physiological functions, although this systematically and gradually declines in the aging process. Therefore, an association exists between tissue coordination and aging, and investigating the evolution of tissue coordination with age is of interest. In the past decade, both common and heterogeneous aging processes among tissues were extensively investigated. The results on spatial association of gene changes that determine lifespan appear complex and paradoxical. To reconcile observed commonality and heterogeneity of gene changes among tissues and to address evolution feature of tissue coordination with age, we introduced a new analytical strategy to systematically analyze genome-wide spatio-temporal gene expression profiles. We first applied the approach to natural aging process in three species (Rat, Mouse and *Drosophila*) and then to anti-aging process in Mouse. The results demonstrated that temporal gene expression alteration in different tissues experiences a progressive association evolution from spatial synchrony to asynchrony and stochasticity with age. This implies that tissue coordination gradually declines with age. Male mice showed earlier spatial asynchrony in gene expression than females, suggesting that male animals are more prone to aging than females. The confirmed anti-aging interventions (resveratrol and caloric restriction) enhanced tissue coordination, indicating their underlying anti-aging mechanism on multiple tissue levels. Further, functional analysis suggested asynchronous DNA/protein damage accumulation as well as asynchronous repair, modification and degradation of DNA/protein in tissues possibly contributes to asynchronous and stochastic changes of tissue microenvironment. This increased risk for a variety of age-related diseases such as neurodegeneration and cancer that eventually accelerate organismal aging and death. Our study suggests a novel molecular event occurring in aging process of multicellular species that may represent an intrinsic molecular mechanism of aging.

## Introduction

Aging is one of the most fundamental biological processes. It is distinctly characterized by the systematic and progressive decline of physiological functions in virtually all tissues or organs with increasing age. This eventually contributes to an increased risk for pernicious diseases such as neurodegeneration and cancer [1]. Thus, the aging process of complex multicellular organisms is associated with the dynamic evolution of the underlying sophisticated coordination mechanisms among tissues or organs. During the past decades, researchers have explored molecular properties of the aging process in multiple tissues to gain global insight into its coordination, and to investigate specific and common molecular mechanisms that occur in different tissues [2]–[14].

Numerous genetic studies of aging in tissues of different species have revealed a number of common genes and signaling pathways that regulate organismal longevity, such as insulin-like growth factor and its components [2]–[5]. With the availability of microarrays, genome-wide transcriptional studies on aging have shown that different cell types with distinct functions share common signatures, and age similarly [6]–[9]. Rodwell et al. revealed that only a small fraction of transcriptional responses to age process are tissue-specific, suggesting that the molecular signatures of aging might overlap in different tissues [6]. Schumacher et al. found that similar expression changes were triggered constitutively in four organs of aged mice, also that both delayed and accelerated aging interventions could induce similar survival responses through shared, common longevity assurance mechanisms [7]. Recently, a meta-analysis of 27 age-related gene expression datasets from mice, rats and humans was performed to identify widely common signatures of aging [9]. Results from these genetic studies of aging suggest that a common set of molecular mechanisms may be responsible for the aging and lifespan of organism is subjected to certain genetic control.

Aging has also been was revealed to be a highly heterogeneous process at both the population and tissues level. Nonheritable variations in lifespan were found in laboratory populations of inbred lines of nematodes, fruit flies, and mice. Moreover, inbred worms and flies and outbred human populations, display multiphasic changes in mortality rates during aging [10]. Lu et al. investigated how human brains change between ages 26 and 106, and found that brain aging of people in their middle years exhibits great heterogeneity, with people appearing to approach old age at different speeds [11]. For organs or tissues within an organism, organs are known to age at very different speeds. One organ may show significant functional decline, while another retains appropriate performance. A study in *Caenorhabditis elegans* found a remarkable preservation of the nervous system, even in advanced old age, in contrast to a premature and progressive deterioration of muscle. This indicated the existence of extensive variability, both among same-age animals and between cells of the same type within individuals [12]. These studies clearly showed that different individuals or tissues of an organism age with different patterns, suggesting an underlying diversity of gene behaviors occurring within different types of cells with age.

Previous aging studies suggest that spatial gene changes determine lifespan in complex and paradoxical ways. We developed an analytical strategy to reconcile the commonality and heterogeneity of gene expression alteration in tissues during aging, to address the underlying molecular events in tissues associated with the various stages of life, and to investigate how this association evolves with age. The Significance Analysis of Spatio-Temporal Association of Genes Expression Alteration (SASTAGEA) is designed to detect tissue-associated changes in the expression of groups of age-related genes and reveal the temporal dynamic evolution of spatial gene association. The goal was gathering comprehensive and profound insights into the underlying molecular commonality and diversity through time and space during the aging process.

## Results

Throughout the lifespan, alterations in temporal gene expression in different tissues can be generalized as synchronous or asynchronous behaviors. For example, for a temporal process, if the same genes in different tissues present the same expression pattern, these genes exhibit synchronous behavior at the corresponding age phase and tissues; if they present the opposite or different expression direction, the genes exhibit asynchronous behavior. A global investigation of spatially synchronous and asynchronous gene expression occurring in different temporal processes may expose time-driven gene changes that are common or diverse among tissues. The significance of spatial association of genes expression actually represents intrinsic biological association between corresponding tissues. This will help us understand the underlying property of tissues coordination in age process.

### Dynamic evolution of spatial association of gene expression during aging

We first applied SASTAGEA to the natural aging process of three species: rat, mouse and *Drosophila melanogaster*. We conducted a natural aging experiment in rats as a genome-wide gene expression analysis from seven rat tissues, specifically hypothalamus (H), pituitary (P), adrenal (A), spleen lymphocyte (C), kidney (K), liver (L), and bone (B), measured at 4, 10, 18, and 24 months (see Material and Methods). 

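The arrays analysed here cover 6 of these tissues: the hypothalamus and pituitary, which direct many of the body's hormones, and spleen lymphocyte, liver, kidney and bone. The adrenal gland is not analysed here. For each tissue and age, the authors pooled RNA of 10 male rats and hybridised it to 1 array, which gives 24 arrays in all. Each deposited value is the MAS5.0 signal of a probe set, the brightness of its probes scaled by the authors to a trimmed mean of 500 per array. Of the probe sets, 12789 carry 1 gene symbol, 312 carry several and 2771 carry none, and the named ones measure 10412 genes. Where a gene had several probe sets, the one that reached a signal of 100 on the most arrays was kept. A gene was called changed in a tissue between consecutive ages where its signal differed at least 2-fold and was at least 100 on both arrays. That signal stands in for the Present calls and change p-values of the paper's rule, which were not used here. Array medians ran from 213 to 309, and 76.0 to 82.3% of the genes reached 100 on an array. Bone at 18 months had a 5th percentile of 33.5, against 9.13 to 15.7 on the other arrays. With 1 array per tissue and age, no change in a tissue has a replicate check, and the difference between rats within a pool was not measured. The tissues of an age came from the same 10 rats, so a change shared by tissues is not a change seen in independent animals.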

Two additional public datasets on the natural aging process in *Drosophila melanogaster* and mouse were analyzed to provide more extensive species data. For *Drosophila*, the gene expression profiles from seven fly tissues, specifically muscle (MU), accessory gland (AG), brain (BR), testis (TE), malpighian tubule (MT), fat (FA) and gut (GU) were examined by measuring temporal changes in gene expression at in 15-, 20-, 30-, 45-,and 60-day-old flies, compared to 3-day-old flies [13]. For mice, gene expression profiles were measured for 16 dissected tissues, specifically cerebellum (CE), cerebrum (CR), striatum (ST), hippocampus (HI), spinal cord (SC), adrenal glands (AG), heart (HE), lung (LU), liver (LI), kidney (KI), muscle (MU), spleen (SP), thymus (TH), bone marrow (BM), eye (EY), and gonads (GO). Mice were 1-, 6-, 16-, or 24-months-old, with 10 mice per age cohort (five of each sex) [14].

The dynamic evolution of the spatial association of gene expression with age in rats, mice, and *Drosophila* are illustrated in Figure 1. Nodes in the figure represent gene sets with expression that changed during a particular age phase in one tissue. Red nodes denote expression increase, and green nodes denote decrease. The name of the node denotes the represented tissue and age phase. For each age phase, if the number of overlapped genes between different nodes were significantly higher than random, (p-value lower than 0.005 or 0.001), nodes were connected into a network, showing a tissue association relationship. A connection between upregulated (or downregulated) nodes illustrates that a significant number of genes synchronously increased (or decreased) expression in two connected tissues. An upregulated or downregulated connection represents a significant number of genes asynchronously expressed in corresponding tissues (Figure 1).

**Figure 1:**
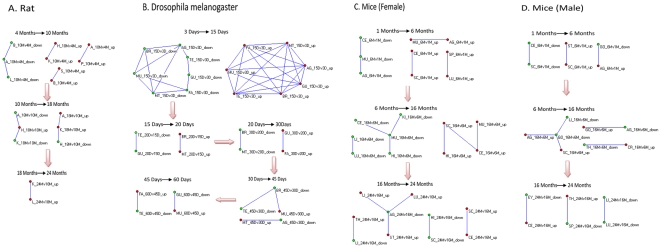
Temporal evolution of spatial association of gene expression during natural aging. The dynamic tissues association network of gene expression with age were illustrated respectively for (A) rat, p<0.001; (B) Drosophila melanogaster, p<0.005; (C) female mice, p<0.005; and (D) male mice, p<0.005. Red, gene set with increased expression at a certain age phase in a tissue; green, decreased expression. Node names incorporate tissue name,age phase, and expression direction. For example, the red node named A_10Mv4M_up (A) denotes an upregulated gene set from 4 to 10 months in adrenal gland (A). The connection between red (or green) nodes illustrates a significant number of genes synchronously increased (or decreased) in expression in the two connected tissues; red and green describe asynchronous behavior. For nodes not connected into networks, genes in the tissue lacked significant association with the others, reflecting a stochastic space relationship.

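From 4 to 10 months, the collagen gene Col3a1 fell in both pituitary and bone, and Hmox1 and several interferon-induced genes rose in both spleen lymphocyte and bone. Bone changed most, with 300 genes higher and 455 lower. Spleen lymphocyte had 149 higher and 129 lower, hypothalamus 70 and 194, liver 117 and 107, pituitary 91 and 96, and kidney 49 and 48. In pituitary and bone, 12 genes fell in both, where independent lists would share 4.20. Among them were Col3a1, a fibrillar collagen (-1.81 and -1.56 on the log2 scale), Pcolce, which helps to process collagen (-1.53 and -2.39), Serpinf1 (-1.63 and -1.76), Olfml3 (-1.77 and -2.15) and Plvap of capillary walls (-2.08 and -1.52). In spleen lymphocyte and bone, 18 genes rose in both, where 4.29 would be shared. They include Hmox1, which breaks down heme (1.89 and 1.23), Ncoa4, which releases stored iron (1.60 and 1.39), the interferon-induced Usp18 (1.32 and 1.22), Rin3 (1.41 and 1.42) and Npy (1.21 and 1.51). The 18 also hold the neutrophil defensins RatNP-3b (1.87 and 1.08) and Np4 (1.80 and 1.12), Pf4 of platelets (1.28 and 1.19) and, of red blood cells, Car1 (1.09 and 1.02) and Aqp1 (1.04 and 1.12). Of 26 measured genes of the interferon response, 8 rose and 0 fell in bone, with a median of 0.48, and 4 rose and 1 fell in spleen lymphocyte, with a median of 0.32. In hypothalamus and kidney, 4 genes rose in both, where 0.33 would be shared: Sv2b of synaptic vesicles (3.73 and 2.58), the serum protein Alb (2.80 and 1.58), Rup2 (2.09 and 1.13) and Rbm15 (1.11 and 1.00). For Sv2b in kidney, the mean over all its probe sets was -0.35. Of 27 hepatocyte markers measured in the hypothalamus, Alb included, 10 rose and 0 fell, among them Gc (2.41), Fgg (2.31) and Fabp1 (2.21). Other large changes included Cdh22, a cadherin, which fell in the hypothalamus (-4.62), Mcpt1l1, a mast cell protease, which fell in bone (-3.57), and Zfp354a, which fell in liver (-3.17). Enpp1 rose in liver (2.40), Degs2 in bone (2.42) and RT1-Bb in kidney (3.15), where another of its probe sets fell. The log2 of the 3 prime to 5 prime ratio of Actb, which is high in degraded RNA, went from 1.89 to 3.09 in the hypothalamus, from 3.74 to 2.63 in spleen lymphocyte and from 1.56 to 0.48 in bone. These 3 pairs of tissues, all of genes that moved the same way, passed the paper's threshold for an association, of 30 such pairs. Of 30 pairs of opposite directions, 0 passed. Over both kinds, simulated arrays with no change gave 0.60 pairs on average and at most 2 in 20 simulations. As many shared genes were reached by 40, 0 and 10 of 10000 random lists matched on mean signal, in the order above. Without bone 1 pair was left, and without the genes far more abundant in liver, a choice made after seeing the data, also 1. Of 14 other settings, among them floors, fold limits and normalizations, pituitary with bone passed under 5, hypothalamus with kidney under 9 and spleen lymphocyte with bone under 13.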

For rats, we observed that a synchronous behavior dominated the spatial association relationship of gene expression from age 4 to 10 months. Furthermore, the asynchronous behaviors rose dramatically from age 10 to 18 months, while the synchronous behaviors greatly decreased. 

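From 10 to 18 months, 25 genes rose in the hypothalamus and fell in the kidney, where independent lists would share 5.91. Among them were Rab14, a small GTPase of membrane traffic (log2 changes of 2.48 and -2.09), Ubl5 (1.80 and -1.68), the G protein subunit Gnb1 (3.31 and -1.57) and the respiratory chain subunit Cox5a. This overlap uses the 10-month hypothalamus and the 18-month kidney array. Their deviations from the mean of their tissue correlated at 0.503 across genes. Of 240 pairs of arrays, the next highest was at 0.239 and the lowest at -0.356. With other ages in place of these arrays, chosen after seeing the data, 13 genes were shared with hypothalamus from 4 to 18 months. Independent lists would share 4.48, and the pair still passed the threshold. With kidney from 10 to 24 months 3 were shared (0.63, below the threshold), and with both replaced 5 (0.48, past it). With both tissues from 4 to 18 months 7 were shared (5.40, below the threshold), and with both from 4 to 24 months 4 (1.05, below it). The correlation of the 2 tissues across genes, which are not independent replicates, was -0.38, and 0.01, -0.07, -0.07, 0.05 and 0.00 in the order of these replacements. Going the other way, 6 genes fell in the hypothalamus and rose in the kidney, where 1.38 would be shared, which did not pass the threshold, among them Washc4 (-1.20 and 1.22), Adh1c (-1.49 and 1.08) and Setd3 (-1.06 and 1.12). In kidney and bone, 31 genes were lower in kidney and higher in bone where 13.6 would be shared, such as Alb, Cox5a (-1.65 and 1.31), Pax8, a transcription factor of kidney epithelium (-1.23 and 1.42), Kctd18 (-1.24 and 1.48) and Fgf14 (-1.23 and 1.54). Synchronous changes joined hypothalamus and bone, with 8 genes lower in both where 1.39 would be shared, such as Wdfy2 (-1.30 and -1.31), the DNA repair gene Mms19 (-1.24 and -1.39) and Zcchc8 (-1.48 and -1.19). Liver and bone shared 21 rises where 7.90 would be shared, such as the channel Hcn2 (1.75 and 1.33), the macrophage growth factor Csf1 (1.39 and 1.89), Hpca (2.08 and 1.21) and Opcml (1.43 and 1.31). In all, 2 of 30 synchronous and 2 of 30 asynchronous pairs passed the paper's threshold, while simulated arrays that deviate at random from an unchanging level gave 0.30 pairs of both kinds on average and at most 2 in 20 simulations. As many genes as in the 25 were shared by 0 of 10000 random lists, and the counts were 13 for kidney with bone, 3 for hypothalamus with bone and 584 for liver with bone. The number of genes higher and lower was 235 and 103 in hypothalamus, 68 and 41 in pituitary and 94 and 78 in spleen lymphocyte. It was 152 and 71 in liver (130 and 121 after quantile normalization), 139 and 262 in kidney (147 and 163) and 541 and 141 in bone (300 and 277). The log2 of the 3 prime to 5 prime ratio of Actb went from 3.09 to 1.21 in the hypothalamus. It went from 1.76 to 1.94 in kidney and from 0.48 to 1.12 in bone. In bone, markers of tissues it does not contain rose with these genes, such as the neuron marker Sv2a (1.64), the pancreatic enzyme Ctrc (1.60) and the pituitary receptor Trhr (1.84). Of the 25 genes, 12 had a second probe set past the floor, and 5 of these changed the same way on it in both tissues, while Gnb1 came to -0.01 in the hypothalamus over the mean of its probe sets. The pairs with bone use its 18-month array, which had a weight of 0.338 in limma, against 0.317 to 2.544 for the other bone arrays. Such a weight also falls with a change in 1 tissue that the others do not share, so it is no separate sign of a poor array. Without bone, 0 synchronous and 1 asynchronous pair were left, without kidney 0 asynchronous pairs, and without hypothalamus 1 of each. Of the 14 other settings, the pair of the 25 genes passed under 12 and kidney with bone under 10. Hypothalamus with bone and liver with bone passed under 9 each, and genes lower in hypothalamus and higher in kidney under 8. After quantile normalization, kidney with bone (8 genes, 4.70 for independent lists) and liver with bone (10, 3.75) did not pass. Hypothalamus with bone (11, 3.38) and genes higher in hypothalamus and lower in kidney (15, 3.05) still did. The paper states from Figure 1A that asynchronous behavior rose in this phase and synchronous behavior decreased.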

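From 18 to 24 months, RT1-CE10, which encodes a class I histocompatibility molecule, rose in kidney (3.00 on the log2 scale), spleen lymphocyte (2.93), pituitary (1.24) and liver (1.21). Over all 6 tissues its shift in limma was 1.57, which did not pass (adjusted p = 0.31). The tissues of an age came from the same 10 rats, so a difference between the groups of rats cannot be told from a change with age. In liver, Cyp2c12, a steroid hydroxylase that is far more abundant in female than in male rats, rose from a signal of 1023 to 13266, and A1bg rose with it (3.41). The pancreatitis-associated Reg3b rose in pituitary (2.73) and Rgs4 in spleen lymphocyte (3.13), while the neuropeptide Cartpt fell in pituitary (-2.86) and the glutamate receptor Grm8 in bone (-2.62). Liver and kidney shared 16 rises where independent lists would share 2.61, among them the deacetylase Sirt2 (1.70 and 1.75), the catenin Arvcf (1.37 and 1.22), Tp53i13 (1.54 and 1.22) and Tle5 (1.20 and 1.35). Hypothalamus and pituitary shared 6 falls where 0.95 would be shared, among them the hormone Oxt (-1.03 and -1.03), the neuropeptide Tac1 (-1.53 and -1.03), the lectin Lgals3 (-1.26 and -1.04) and Nosip (-1.39 and -1.10). These were the 2 pairs past the threshold of the paper, both of genes that moved the same way, and they joined 4 of the 6 tissues. Arrays simulated without a change gave 0.25 pairs of both kinds on average but up to 2, as many as here, in 20 simulations. From 4 to 10 months the pairs joined 5 tissues, and from 10 to 18 months 4. As many shared genes as between liver and kidney were reached by 0 of 10000 random lists, and as many as between hypothalamus and pituitary by 8. The hypothalamus had 155 genes higher and 152 lower, pituitary 36 and 65, spleen lymphocyte 78 and 82 and liver 141 and 118. Kidney had 193 and 64 (114 and 68 after quantile normalization, 147 and 85 after centring on the median), and bone 145 and 453 (258 and 246 after quantile normalization). In liver, the log2 of the 3 prime to 5 prime ratio of Gapdh fell from 2.06 to 0.74 in this phase, a difference in RNA quality between the 2 arrays. The 18-month kidney array, from which the rises in kidney start, had a weight of 0.375 in limma, against 1.593 to 2.984 for the other kidney arrays. The 24-month hypothalamus array, on which the falls in hypothalamus rest, had a weight of 0.453, against 0.918 to 0.974 for the other hypothalamus arrays. Either weight may be low because of a change in that tissue alone. Of the genes that rose in liver, 15 had fallen in kidney from 10 to 18 months, where 3.55 would be shared. Leaving out either tissue of a pair leaves 1 pair, and a 3-fold rule leaves 0. Of the 14 other settings, liver with kidney passed under 13 and hypothalamus with pituitary under 5.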

From 18 to 24 months of age, less tissue was connected, showing that the stochasticity of gene expression among tissues was aggravated by old age, and synchronous and asynchronous connections representing significant spatial association in gene expression nearly vanished (Figure 1A). For *Drosophila melanogaster*, a number of synchronous actions clearly emerged from 3 to 15 days, while a striking decrease in synchrony occurred between 15 and 30 days. With a further age increase, asynchronous behaviors distinctly rose between 30 and 60 days (Figure 1B).

For mice, a relatively large sample size across the lifespan was measured in both females and males, so we could separately analyze spatial changes in gene expression in different sexes, addressing gender-specific differences in aging that may exist at the level of gene activity. In female mice, the synchronous behavior was predominant from 6 to 16 months, as well as from 1 to 6 months. Asynchronous expression began to emerge in later life, at 16 to 24 months (Figure 1C). In male mice, a distinct difference in asynchronous behavior clearly occurred from 6 to 16 months (Figure 1D). Globally, across all mouse tissues, males showed earlier spatial asynchrony in gene activity than females. Clear gender differences in spatial gene expression association were evident, suggesting that the the mice body undergoes sexually dimorphic changes during the overall lifespan. Together, the evidence from *Drosophila*, rats, and mice demonstrated that age-related genes in different tissues or organs of an organism tend to show synchronous expression in young ages, but asynchronous expression in middle or late life, indicating that different aging tissues experience a regulatory evolution from commonality to imbalance or diversity with age. Furthermore, the number of genes with synchronous or asynchronous expression lost significance at middle or old age, suggesting enhanced spatial stochasticity of gene expression in old tissues.

### Anti-aging intervention restores spatial association of gene expression

Numerous studies have shown that either reduction in caloric intake, or an every-other-day feeding (EOD) of a nutritious diet, can delay the onset of age-related diseases and decelerate functional decline [15]–[18]. Resveratrol has also been shown to improve health, reduce signs of aging and extend the lifespan of different species including *Saccharomyes cerevisiae*, *C. elegans*, *D. melanogaster*, vertebrate fish, and mice [19]–[24]. Therefore, we applied our approach to a confirmed anti-aging intervention process performed by Pearson et al. [25]. This study examined the effects of resveratrol on mice fed a standard diet (SD) ad libitum, subjected to EOD, or fed a high calorie diet (HC) ad libitum. Initially, each dietary group was divided into no resveratrol (SD, EOD, HC), or low resveratrol (100 mg/kg of food, SDLR, EODLR). Later, additional groups of mice were given a higher dose of resveratrol with the standard diets (2400 mg/kg of food, SDHR and EODHR). Global gene expression profiles were measured to identify changes in transcriptional patterns for SD mice at 18 and 27 months of age for liver (L), muscle (M), fat (F) and heart (H). The corresponding gene expression was measured for HC, EOD, SDR, EODR, SDHR and EODHR mice at 27 months of age [25].

We found that the spatial behavior of genes expression in mice fed only SD presented a similar pattern to those fed only HC, with the numbers of significantly connected tissues decreasing sharply from 18 to 27 months. This suggested an increase in spatial stochasticity of gene expression during old age (Figure 2). This was consistent with previous results observed in rat, mice, and *Drosophila* in old age. However, under anti-aging intervention by dietary restriction (EOD) and resveratrol (EODLR, EODHR, SDLR, SDHR), spatial connection and synchronous behavior among tissues was restored significantly from 18 to 27 months when compared to the groups without anti-aging intervention (SD, HC). This was coincidental with results observed in rats, mice, and *Drosophila* at a young age, suggesting a common molecular nature for the anti-aging action and young age (Figure 2). Both dietary restriction (EOD) and resveratrol may restore the spatial behavior of gene expression. We also saw that resveratrol treatment induced spatial transcriptional patterns resembling EOD feeding, suggesting that resveratrol mimics transcriptional effects of dietary restriction (DR) to some extent, providing some of the benefits of DR without a reduction in caloric intake. An anti-aging treatment might effectively improve functional decline and delay aging because it might modulate the underlying molecular mechanisms of the aging process. Thus, the results from confirmed anti-aging experiments support our findings.

**Figure 2:**
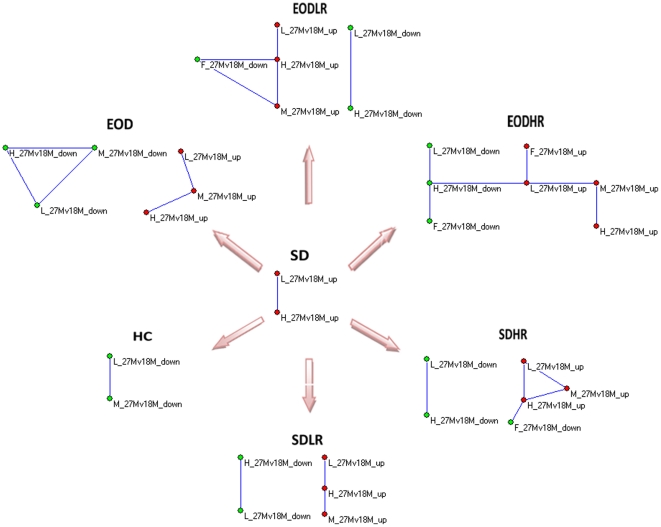
Reversion of spatial association of gene expression in aging tissue under the anti-aging intervention of caloric restriction or resveratrol treatment (p<0.01). The gene with expression alterations from 18 to 27 months in liver (L), muscle (M), adipose (A) and heart (H) from mice fed a standard diet with a low dose of resveratrol (SDLR) or a standard diet with high resveratrol (SDHR) showed significant restoration of spatial association compared to two reference groups of mice without anti-aging interventions fed a standard diet (SD) ad libitum or a high-calorie diet (HC) ad libitum, losing spatial association at 27 months. Similar restoration occurred in calorie-restricted mouse groups subjected to every-other-day feeding (EOD), every-other-day feeding with low resveratrol (EODLR), or every-other-day feeding with high resveratrol (EODHR).

### Synchronous and asynchronous expression with age of biological processes enriched for age-related genes

To investigate the biological context associated with age-related genes in synchronous or asynchronous expression among tissues, we used DAVID (Database for Annotation, Visualization, and Integrated Discovery) system [26], [27], a comprehensive and widely cited bioinformatics resources, to identify significantly enriched pathways and gene functional categories. We assembled genes with synchronous and asynchronous expression in each age phase, then extracted biological terms enriched by this genes set from several particular databases resources including Gene Ontology Biological Process (GO_BP), Swiss-Prot (SP), Protein Information Resource (PIR), BioCarta and KEGG pathway. The considered annotation terms here were first selected by the default threshold settings (at least containing two genes and having ease score less than 0.1) in DAVID system. Furthermore, those redundant terms in GO hierarchical structure and among databases were removed.

We first observed the common terms that appear at least twice in the three natural aging processes of female mouse, male mouse and rat (Table 1). Ease score (ES) and genes count of each term were presented accordingly. We found common terms were implicated mainly in several special biological categories including DNA/protein modification and repair (acetylation, phosphorylation, ubiquitinylation for example), cellular growth and differentiation (epithelial cell differentiation, pathways in cancer etc.), cellular response to stimulus (stress, hypoxia etc.), regulation of biological process (protein kinase cascade, gene expression etc.). Especially, the term ‘acetylation’ appeared in all of three natural aging groups, the ‘phosphorylation’ in female and male mouse groups. The two terms were enriched by relatively more genes compared with other terms. The specific genes list of each term was presented in table S1 that also contains some other annotation terms like GO cellular component (GO_CC). 

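Of the genes that the paper's Table S1 lists under both acetylation and mitochondrion, Slc25a1, which carries citrate out of the mitochondrion, fell from 4 to 10 months in the hypothalamus (-1.07 on the log2 scale) and in bone (-1.12). From 18 to 24 months it rose in liver (1.13) and kidney (1.15). In that phase Fis1, which divides mitochondria, rose in liver (1.05) and kidney (1.01) too, and Rab1b, a GTPase of the secretory pathway, in kidney (1.02). From 4 to 10 months Cav1, the main protein of caveolae, fell in bone (-1.26), whereas Anxa1, an inhibitor of inflammation, rose in bone (1.18) and spleen lymphocyte (1.25). The malic enzyme Me1 was at -0.99 in liver, with a signal of 732 at 4 months and 368 at 10 months, short of the 2-fold rule. Rab1b was at 0.67 in the hypothalamus and -0.98 in the kidney from 10 to 18 months, also short of it. Of the 20 genes that the table gives under acetylation and the 14 under mitochondrion, 7 stand in both by the table's own lists. The array holds 19 of the 20 and 13 of the 14, and not all of the 7 are described here. Whether the genes in both terms moved as a group was not tested.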

The result shows many genes in ‘acetylation’ were localized in mitochondrion (GO:0005739).

**Table 1:** Enriched functional terms for genes with synchronous and asynchronous expression commonly occurring in Rat and Mouse natural aging process.

Term(Database category)	Rat	Male Mouse	Female Mouse
	ES(count)	ES(count)	ES(count)
Acetylation(SP)	0.024(20)	0.0023(26)	<0.0001(41)
Phosphoprotein (Phosphorylation)(SP)	NA	<0.0001(62)	<0.0001(72)
Ubl conjugation (Ubiquitinylation)(SP)	NA	0.095(7)	0.094(8)
Response to hypoxia (GO_BP)	0.043(5)	0.0084(4)	NA
Cellular response to stress(GO_BP)	0.01(9)	0.049(7)	NA
Response to steroid hormone stimulus(GO_BP)	<0.0001(12)	0.058(3)	NA
Response to extracellular stimulus(GO_BP)	<0.0001(14)	NA	0.019(5)
Regulation of response to external stimulus (GO_BP)	0.025(5)	NA	0.045(4)
Striated muscle tissue development(GO_BP)	0.062(4)	0.05(4)	NA
Pathways in cancer(KEGG)	0.05(6)	NA	0.008(9)
Blood vessel development(GO_BP)	0.0052(7)	NA	0.00011(10)
Regulation of myeloid cell differentiation (GO_BP)	0.08(3)	NA	0.059(3)
Epithelial cell differentiation(GO_BP)	0.04(4)	NA	0.069(4)
Positive regulation of transcription (GO_BP)	0.077(8)	0.091(7)	0.030(9)
Positive regulation of cellular biosynthetic process (GO_BP)	0.088(9)	NA	0.026(10)
Regulation of protein kinase cascade (GO_BP)	0.027(6)	NA	0.032(5)
Positive regulation of gene expression (GO_BP)	0.035(9)	NA	0.035(9)
Negative regulation of protein kinase activity (GO_BP)	NA	0.043(3)	0.059(3)
Positive regulation of macromolecule metabolic process (GO_BP)	NA	0.055(9)	0.024(11)
Negative regulation of molecular function (GO_BP)	NA	0.055(4)	0.082(4)
Cell motion (GO_BP)	NA	0.092(6)	0.023(8)
Mitochondrial transport (GO_BP)	0.042(3)	NA	0.041(3)
Protein localization (GO_BP)	0.038(10)	NA	0.065(11)

Note: ES (count) here designates Ease Score and gene count of the term in DAVID system; ‘NA’ means the term is not significant annotation for this genes set; GO_BP designates the Gene Ontology Biological Process annotations; SP designates the set of keywords annotations drawn from the Swiss-Prot and Protein Information Resource databases; BioCarta and KEGG respectively denotes gene pathway annotations from the KEGG and BioCarta database.

We next explore enriched terms separately in natural aging processes of rat, female and male mouse, and observed genes expression change of those terms particularly from SP_PIR_Keywords, GO_BP, KEGG and BioCarta pathway databases. In female mice, the pathway terms from KEGG mainly include pathways in cancer, proteasome, Huntington's disease and Amyotrophic lateral sclerosis (ALS). The genes expression of these pathways synchronously decreased in adrenal glands (AG), muscle (MU) and cerebellum (CE) from 1 to 6 months, as well as in gonads (GO) and muscle (MU) from 6 to 16 months. In contrast, asynchronous expression of genes from above pathways occurred from 16 to 24 months in liver (LI) and thymus (TH) (Table S2). The same situation also dramatically appeared in those terms from other databases resource such as ‘ubl conjugation’, ‘acetylation’ and ‘mitochondrion’ etc. in SP_PIR_Keywords (Table S2). In male mice, some cancer-related pathways such as Wnt signaling pathway were enriched by genes with asynchronous expression from 6 to 16 months in adrenal glands (AG) and gonads (GO) (Table S3). Besides, pathways enriched for asynchronously expressed genes occurring in middle or late life also had a distinct characteristic. Many were involved in repairing damaged DNA including base-excision repair (BER), DNA repair, synthesis and replication pathway, as well as degrading unneeded or damaged proteins such as ubl conjugation. Genes in these pathways presented asynchronous expression from 6 to 16 months in AG and GO. The similar situation also occurred in terms related to DNA/protein modification like ‘acetylation’, ‘phosphorylation’ etc. (Table S3). These results indicated an unbalanced accumulation of DNA and protein damage in aged tissues, as well as unbalanced DNA repair and protein process functions.

In rats, the terms ECM-receptor interaction, focal adhesion, PPAR signaling pathway, and pathways in cancer from KEGG were significantly enriched by genes with synchronous expression from 4 to 10 months. 

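Most genes of the ECM-receptor and focal adhesion terms fell in bone, and most of these are collagens. Of the 7 ECM-receptor genes of Table S4, 5 fell in bone from 4 to 10 months and 0 rose, with a median log2 change of -1.31. They were the basement membrane collagen Col4a1 (-1.80), Col6a3 (-1.65), Col5a2 (-1.31), the integrin Itgb1 (-1.05) and Col3a1. In kidney, 2 of the 7 fell, Col3a1 (-1.17) and Col5a2 (-1.01), and in liver Col1a1 fell (-1.02). Sv2b, of synaptic vesicles, is 1 of the 7 and rose in pituitary (1.33) as well as in hypothalamus and kidney. Over the 6 tissues, the 7 genes had 3 rises and 9 falls. Of the 8 focal adhesion genes, 6 fell in bone, with a median of -1.29, and of the 5 genes of pathways in cancer 3 fell, led by the growth factor Tgfb3 (-2.20). Over the 6 tissues, the focal adhesion genes had 1 rise and 10 falls, and those of pathways in cancer 3 rises and 3 falls. Of the 3 PPAR genes, which had no call in bone, Scd, which desaturates fatty acids, fell in liver (-1.95) and kidney (-1.33), and Nr1h3, a sterol-sensing receptor, rose in spleen lymphocyte (1.34). The study chose these genes on the same arrays, so their counts are not independent evidence of a direction. Of 64 collagens and other matrix proteins listed before the data were examined, 58 were measured in bone, where 36 fell and 1 rose, with a median of -1.24 that lay below all of 10000 random lists matched on mean signal. The largest falls were in the crosslinking enzyme Lox (-3.18), the matrix protein Tnc (-2.50) and the membrane protease Mmp14 (-2.42). The same list had a median of -0.24 in pituitary, where 4 of 54 fell, and of -0.17 in kidney, where 2 of 52 fell, both with 0 rises. Of 19 genes of fatty acid synthesis, 4 of 16 measured fell in liver, among them Elovl6 (-1.57) and Thrsp (-1.09), with a median of -0.36 at percentile 0.02 of the random lists. None of these changes in a tissue has a replicate check, and the 4-month bone array, to which the falls in bone are relative, had the lowest weight of the 24 arrays in limma (0.317). A change in bone alone lowers that weight too, so it does not tell a poor array from such a change.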

A majority of genes showed down-regulated expression in adrenal glands (A), bone (B), kidney (K) and liver (L) (Table S4). 

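The genes of Table S4 fell mainly in bone and liver, and the falls in bone were shared by genes of bone and cartilage cells that the table does not hold. In bone, 27 of the 52 measured genes of the table fell and 10 rose from 4 to 10 months, and in liver 6 of 50 fell and 0 rose. In kidney 4 of 49 fell and 5 rose. Elsewhere rises led, with 5 higher and 1 lower in hypothalamus, 6 and 2 in pituitary and 9 and 1 in spleen lymphocyte. The largest falls were in bone, in Alb (-3.41), the muscle tropomyosin Tpm2 (-3.06), Rcn3 (-2.44), Rnd3 (-2.27) and Tgfb3. Outside bone they were in the retinol saturase Retsat in kidney (-1.97) and liver (-1.96). As these genes were selected on these arrays, the tallies are not independent evidence. Among fixed lists, 7 of 10 markers of osteoblasts and osteocytes fell in bone and 0 rose, with a median of -1.86, led by Phex (-2.83), Col11a2 (-2.80) and the mineralising enzyme Alpl (-2.04). Of 11 cartilage markers, 8 fell, with a median of -1.82, led by Hapln1 (-2.50) and Cnmd (-2.44). Of 6 osteoclast markers, 3 fell, among them Mmp9 (-1.30) and Ctsk (-1.13). Markers of the marrow and of muscle moved the other way in the same arrays. Of 16 erythroid markers, 14 rose, with a median of 1.21, such as Epb41 (1.76) and Rhag (1.75). Of 15 markers of neutrophil granules, 9 rose, such as Mmp8 (2.20) and Pglyrp1 (2.19), and of 26 skeletal muscle markers 11 rose, such as Tnnc2 (2.16) and Acta1 (2.09). The medians of the osteoblast, cartilage, erythroid, neutrophil and muscle lists lay outside all of 10000 random lists.

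**Figure D1:**
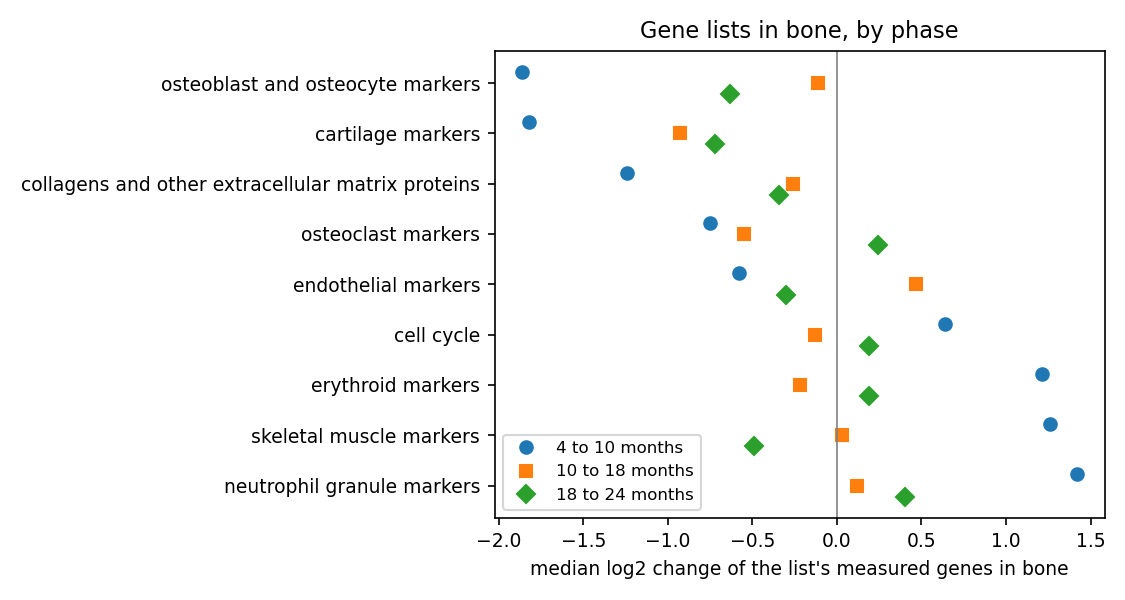
Median log2 change of 9 gene lists in bone in the phases 4 to 10, 10 to 18 and 18 to 24 months, with 1 pool of rats on 1 array per age. From 4 to 10 months the bone and cartilage cell markers lie at -1.86 and -1.82 and the erythroid markers at 1.21.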

The genes of terms from other databases mainly including acetylation (SP_PIR_Keywords), regulation of cell proliferation (GO:0042127), cellular response to insulin stimulus(GO:0032869) etc. also exhibited the same change feature (Table S4). 

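For these terms too, falls were most frequent in bone, while the genes that changed in spleen lymphocyte rose. Of the 12 acetylation genes of Table S4, 6 fell in bone from 4 to 10 months, among them the microtubule protein Map4 (-1.19), and 4 rose, among them Lta4h, which makes leukotriene B4 (1.49), and the antiviral kinase Eif2ak2 (1.10). Lta4h (1.06) and Eif2ak2 (1.53) also rose in spleen lymphocyte, where 4 of 11 acetylation genes rose and 0 fell. In liver, Fasn, the fatty acid synthase, fell (-1.02). Of the 11 genes of cell proliferation, 7 fell and 3 rose in bone, with a median of -1.07, and in kidney 2 rose and 0 fell, with a median of 0.33. Of the 2 genes of the response to insulin, Insig1, which restrains sterol synthesis, fell in bone (-1.43). Over the 6 tissues, these 2 genes had 1 rise and 1 fall, those of acetylation 9 and 8, and those of cell proliferation 8 and 8. These lists come from the study's own calls on these arrays and are not independent evidence. Of the 76 calls that the table gives from 4 to 10 months for genes on the array in the 6 tissues, 70 were made here in the same direction and 0 in the opposite one.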

While from 10 to 18 months, we observed many genes involved in above terms showed asynchronous expression among tissues. For example, ctnnb1 was overexpressed in the hypothalamus, but underexpressed in adrenal glands and kidney. 

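From 10 to 18 months, most genes of Table S4 that changed did so in hypothalamus or kidney, often in opposite directions. Of 27 measured genes, 9 rose and 3 fell in hypothalamus, and 10 rose and 9 fell in kidney. The dynein light intermediate chain Dync1li1 rose in hypothalamus (2.73) and fell in kidney (-1.26). The same held for Ptms (2.00 and -1.55), the NF-kB inhibitor Nfkbib (1.04 and -1.17) and Get3, which inserts membrane proteins (1.32 and -1.18). Wsb1 went the other way, at -1.13 in hypothalamus and 1.30 in kidney. These changes use the 10-month hypothalamus and 18-month kidney arrays, which deviated together across genes. With other ages in their place the opposite course of the tissues was not seen over all genes (correlations of -0.07 to 0.05, against -0.38). The genes called higher in hypothalamus and lower in kidney still passed the threshold with hypothalamus from 4 to 18 months (13, against 4.48 for independent lists). They also did with kidney from 10 to 24 months in addition (5, against 0.48), but not under the other replacements. Spp1, the bone matrix protein osteopontin, rose in kidney (1.18) and fell in bone (-1.16). Alb fell in hypothalamus (-4.61) and kidney (-1.78) and rose in bone (1.57), and Retsat rose in liver (1.85) and kidney (1.06). Of 26 hepatocyte markers measured in the hypothalamus, Alb included, 7 fell and 0 rose, among them Hpx (-3.14) and Gc (-3.07). Some of the table's genes did not pass, such as Map1b at -0.37 and -0.24 and Hipk2 at 0.02 and -0.85 in hypothalamus and kidney. Of the 48 calls that the table gives for genes on the array in this phase, 34 were made here and 0 the opposite way. The genes were chosen on these arrays, and their directions are not independent evidence.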

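Ctnnb1, which encodes the adhesion and signalling protein beta-catenin, had a signal of 1054 in the hypothalamus at 10 months and 8635 at 18 months, a log2 change of 3.03. In the kidney its signal went from 1766 to 550.3, a change of -1.68, after a rise of 1.03 from 4 to 10 months. A second probe set of the same gene moved the opposite way in both tissues, from 5992 to 2249 in the hypothalamus and from 3613 to 7284 in the kidney. Another was at 519 and 361 in the hypothalamus and at 573 and 849.8 in the kidney, short of the 2-fold rule. Neither tissue has a replicate array.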

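Hif1a encodes the oxygen-sensitive subunit of the factor that switches on genes under low oxygen. From 10 to 18 months its signal fell from 2706 to 1155 in the hypothalamus (-1.23 on the log2 scale) and rose from 1242 to 2949 in the kidney (1.25). These calls use the 10-month hypothalamus and 18-month kidney arrays, which deviated together across genes. From 4 months in the hypothalamus (1875) to 18 months, and from 10 to 24 months in the kidney (1859), the changes were short of 2-fold. In pituitary, spleen lymphocyte, liver and bone its signal at 18 months was 2138, 2421, 1016 and 1323, against 2269, 2637, 939.7 and 1737 at 10 months, short of the 2-fold rule.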

Hif1a was underexpressed in hypothalamus, but overexpressed in kidney. 

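The gene table lists RGD1309707 as a synonym of Smurf1, a ubiquitin ligase that marks signalling proteins for breakdown. Smurf1 rose in the hypothalamus, from 185 to 396 (1.10 on the log2 scale), and fell in the kidney, from 351 to 150.5 (-1.22). Its signal was 313 in the hypothalamus at 4 months and 277 in the kidney at 24 months. Both calls therefore rest on the 10-month hypothalamus and 18-month kidney arrays, which deviated together across genes. Both were also made at a floor of 50 and after centring on the median. Neither was made after quantile normalization or at a floor of 200. Uba6, which activates ubiquitin for transfer, had a signal of 71.7 in the hypothalamus at 10 months and 467 at 18 months, a change of 2.70 that starts below the signal of 100 and was therefore not called here. At 24 months it reached 1359.6. In the kidney its signals of 157 and 98.0 give -0.68.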

RGD1309707 and Uba6 were overexpressed in the hypothalamus, but underexpressed in the kidney and adrenal gland, respectively. 

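Mapt, which encodes the microtubule protein tau, is measured by 3 probe sets that did not move alike. The one kept here had a log2 change of -0.31 in the hypothalamus and -0.23 in the kidney from 10 to 18 months, which is no call. Another rose by 2.15 in the hypothalamus, from 1894 to 8385, and fell in the kidney from 1135 to 312, a change of -1.86. The remaining one was at 3299 and 3458 in the hypothalamus and at 1393 and 890.5 in the kidney. Ndufa10, a subunit of respiratory complex I, has no probe set here that names it alone and is not analysed here.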

Mapt was overexpressed in the hypothalamus and underexpressed in the kidney, while Ndufa10 was underexpressed in the hypothalamus, and overexpressed in the kidney (Table S4).

After DR or/and resveratrol treatment, a large number of terms was significantly enriched for genes in synchronous expression. Table 2 lists common terms that were over-represented in at least two of three aging-delayed processes (EOD, SDLR and SDHR). We found DNA/protein repair and modification related terms ‘acetylation’, ‘phosphorylation’ and ‘ubiquitinylation’ that appeared commonly in natural aging process also dramatically occurred in aging-delayed processes. The ‘acetylation’ was detected in EOD, SDLR and SDHR groups, the ‘phosphorylation’ and ‘ubiquitinylation’ in EOD and SDLR. Besides, protein localization/transport terms and cellular component terms such as ‘mitochondrion’ and ‘cytoplasm’ also were over-represented in both natural aging and anti-aging processes. However, KEGG term ‘circadian rhythm’ and BioCarta ‘prion pathway’ associated with a group of fatal neurodegenerative diseases just appeared commonly in anti-aging processes, as well as some biological processes on energy, lipid, and amino acid metabolism from GO database. Table S5 lists specific genes of each term in table 2. Furthermore, we observed genes expression change of terms particularly from SP_PIR_Keywords, GO_BP, KEGG and BioCarta pathway databases respectively in EOD, SDLR and SDHR groups. The results shows observed terms were enriched just by a large number of genes with synchronous expression after anti-aging intervention (Table S6). For example, genes in the long-term potentiation showed synchronously increased expression in heart (H) and muscle (M) under both EOD and EODLR intervention, while genes involved in the neurotrophin signaling pathway, as well as in Alzheimer's, Parkinson's and Huntington's disease pathways showed synchronously decreased expression in heart (H) and liver (L) under SDLR treatment. Many genes in GO term ‘antigen processing and presentation of exogenous antigen’ (GO:0019884) were synchronously underexpressed in liver (L) and muscle (M) in the SDHR group (Table S6). Compared with corresponding genes expression in natural aging groups (SD) and accelerated aging group (HC), the anti-aging intervention enhanced the spatial synchrony of genes in affected terms (Table S6). These results suggested that confirmed anti-aging interventions recover the spatial balance of some molecular processes to some extent.

**Table 2:** Enriched functional terms for genes with synchronous expression commonly occurring in mouse anti-aging processes treated by dietary restriction (EOD) and resveratrol intervention (SDLR, SDHR).

Term(Database category)	EOD	SDLR	SDHR
	ES(count)	ES(count)	ES(count)
Acetylation(SP)	0.00012(26)	<0.0001(31)	0.00012(44)
Phosphoprotein (Phosphorylation)(SP)	<0.0001(55)	0.037(47)	NA
Ubl conjugation (Ubiquitinylation)(SP)	0.046(7)	0.085(7)	NA
Hydrolase(SP)	0.068(13)	0.095(14)	NA
Circadian rhythm(KEGG)	0.082(2)	NA	0.012(3)
Generation of precursor metabolites and energy(GO_BP)	NA	0.060(5)	0.018(8)
Cellular amino acid derivative metabolic process(GO_BP)	0.040(4)	NA	0.057(5)
Phospholipid metabolic process(GO_BP)	NA	0.065(4)	0.087(5)
Energy derivation by oxidation of organic compounds(GO_BP)	0.015(4)	NA	0.080(4)
Glycerolipid biosynthetic process(GO_BP)	NA	0.042(3)	0.021(4)
Lipid metabolism(SP)	NA	0.0082(5)	0.014(6)
Protein localization/transport(GO_BP)	0.048(9)	0.026(10)	0.088(13)
Transport(SP)	NA	0.0091(18)	0.098(23)
Transit peptide(SP)	NA	0.0013(10)	<0.0001(16)
Prion Pathway(BIOCARTA)	0.090(2)	0.098(2)	0.011(4)(KEGG)
Mitochondrion(SP)	NA	<0.0001(17)	<0.0001(22)
Cytoplasm(SP)	0.00056(29)	0.0070(29)	0.066(41)
Endosome(SP)	0.017(5)	0.028(5)	0.057(6)
Lysosome(SP)	NA	0.051(4)	0.00081(8)

Note: refer to table 1.

### Four-dimensional association reveals commonality and diversity in time and space

Since genes of a tissue may experience temporally dynamic expression with age, changed genes in one age phase might show the same or a different pattern at another age phase in the same tissue. For many tissues, imbalanced or asynchronous development with age might result in gene expression alteration during one age phase in one tissue occurring in another phase of another tissue with the same or a different pattern. Therefore, we tested whether a four-dimensional association through different time and space existed for age-related genes. 

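In every tissue, part of the genes that changed in one phase moved back at least 2-fold in the next, from 1.7% of those that rose in bone from 4 to 10 months to 56.7% of those that fell there from 10 to 18 months. In bone, 250 of the 541 genes that rose from 10 to 18 months fell from 18 to 24 months, where independent lists would share 23.5, and 80 of the 141 that fell rose again. In kidney, 102 of the 262 genes that fell from 10 to 18 months rose in the next phase, where 4.86 would be shared. In liver, 40 of the 107 genes that fell from 4 to 10 months rose from 10 to 18 months, in hypothalamus 46 of 194, among them Cdh22 (5.61 from 10 to 18 months), and in pituitary 25 of 96. In spleen lymphocyte, 25 of the 78 genes that fell from 10 to 18 months rose after it. Other sets moved back in similar part, such as 26 of the 71 falls in liver from 10 to 18 months. So did 20 of the 70 rises in hypothalamus from 4 to 10 months. The share was smaller in some sets, such as 40 of the 455 falls in bone and 9 of the 117 rises in liver from 4 to 10 months. It was also smaller for the rises in hypothalamus from 10 to 18 months, of which 19 of 235 moved back. Single genes show the same course: A2m, a protease inhibitor, rose by 2.43 in liver after a change of -2.55, and Ankrd40 rose by 2.72 in pituitary after a change of -2.72. In spleen lymphocyte the neutrophil defensins RatNP-3b and Defa5 rose from 10 to 18 months (2.22 and 2.76) and fell after it (-2.50 and -2.35). In bone, of the 455 genes that fell from 4 to 10 months, 371 were still at least 2-fold lower at 24 months than at 4 months, and of the 300 that rose, 226 were still higher. In the other tissues that share ran from 21.9 to 42.7%. Both comparisons in bone use the same 4-month array, which deviated most of the 24 from the mean of its tissue (SD 0.392 on the log2 scale). Of 72 pairs of gene sets from the same tissue and different phases, 26 passed the stricter threshold of the paper, 22 of them among the 24 pairs that set a rise against a fall in consecutive phases. Consecutive phases share an array, and simulated arrays that deviate at random from an unchanging level gave 24.0 of those 24. Over all 72 pairs the simulation gave 41.50 (39 to 44), well above the 26. For the phases 4 to 10 and 18 to 24 months, which share no array, it gave 9.00 of 12 pairs of opposite and 8.50 of 12 of the same direction, against 2 and 1 in the data. Without a shared array that count rests on the spread given to each simulated gene, so nothing is concluded from it. Of 360 pairs of sets from different tissues, 11 passed, where the simulation gave 0.50 on average. Of 36 gene sets, 35 were linked to another phase of their own tissue and 17 to another tissue.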

In male rats and female mice (Figure 3), we observed that: i) most altered genes showed a temporally dynamic association in the same tissue. For example, genes with decreased expression from 1 to 6 months of age in mouse muscle (MU_6Mv1M_down) significantly increased expression from age 6 to 16 months (MU_16Mv6M_up) (Figure 3B); ii) a distinct gene association through time and space also widely occurred. For example in mice, a significant number of genes with downregulated expression from 1 to 6 months in muscle (MU_6Mv1M_down) also decreased expression from age 6 to 16 months in heart (HE_16Mv6M_down). However, expression increased in spinal cord (SC_16Mv6M_up) (Figure 3B); (iii) many genes expressed at a particular time and space exhibited only a tissue-specific temporal association. For example, genes with upregulated expression from 6 to 16 months of age in mouse lung (LU_16Mv6M_up) significantly showed decreased expression from age 16 to 24 months (LU_24Mv16M_down), but had no significant expression in any other tissue (Figure 3B); and iv) some genes showed only a spatio-temporal specific expression alteration. For example, the genes with decreased expression from 1 to 6 months of age in mouse lung (LU_6Mv1M_down) had no significant occurrence at any other time or space (Figure 3B). Similar results were observed in the aging process of male mice and *Drosophila melanogaster* (Figure S1). Connections between different time and space nodes revealed that some tissue at a particular age phase experienced a common or reversed molecular mechanism process than what occurred or will occur in another age phase of other tissues. This might be further demonstration of the asynchronous aging of tissues, indicating that tissues might age at different rates. Thus, the four-dimensional association maps of age-related genes gave us a comprehensive insight into intrinsic molecular commonalities and diversity through time and space.

**Figure 3:**
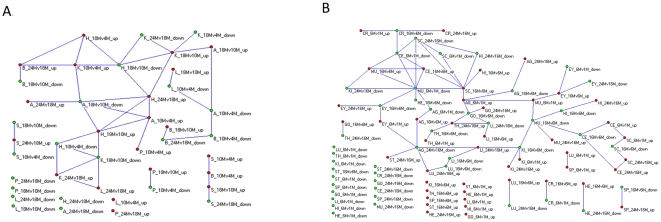
Four-dimensional genes association reveals commonality and diversity in time and space. The overall network of gene association through time and space were depicted for natural aging process of (A) male rats (p<0.0001), and (B) female mice (p<0.0005), showing age-related genes in particular age phases of tissues significantly occurring in another phase of the same or different tissues.

## Discussion

In multicellular species, effective integrated functioning of the organism largely depends on sophisticated coordination among different tissues or organs. During aging process, the organismal function systematical and gradually decline. Therefore, an association exists between tissue coordination and aging, and investigating the evolution of tissue coordination with age is of interest. Theoretically, the tissues coordination could be associated with an underlying molecular network. Thus, exposing the spatial molecular representation during the various life stages should be a substantial approach for gaining insight into how tissues coordination evolves with age. In spite of previous research in this area, this is a poorly understood process. Our work on the dynamic spatial association behaviors of temporal gene expression alterations provides a novel angle for understanding tissue coordination. Our observations that spatially synchronous gene expression mainly occurred in young ages imply an accordant and harmonious regulation in diverse tissues during this phase. Subsequently, asynchrony dramatically increased in middle or old age, indicating that aging regulation of diverse tissues was inconsistent and incompatible, implying a decline of coordination function within the organism. In advanced old age, the significance of spatial association for both synchronous and asynchronous behaviors patterns almost disappeared, representing the aggravation of spatial stochasiticity of gene expression. Therefore, the evolution of tissue coordination with age could be a very complex process that still requires substantial works from various angles. Our results suggest the degree of coordination among tissues gradually becomes weaker with age, which might also be the reason for the decline in integrated function in older organism, and for the appearance of some age-related diseases. Our work provides a new perspective on aging.

Much aging research has tried to identify common aging signatures and a number of age-related genes that are common among tissues or species have been found [5]–[8]. However, many of these studies compared only two points, e.g., young and old, and the commonality of gene alterations in space may hide the intrinsic diversity of over time. For example, from our results with rats, we observed that Slc24a2 showed temporally dynamic expression values (5.53, 7.13, 7.09, 7.15) at four ages (4-, 10-, 18-, 24-months old) in adrenal glands, while the corresponding dynamic expression values in hypothalamus were 7.08, 7.24, 9.16 and 9.47. This showed that Slc24a2 in both adrenal gland and hypothalamus showed upregulated expression from 4 to 24 months (between young and old). However, Slc24a2 presented a diversity of temporally dynamic expressions in adrenal gland and hypothalamus, with increased expression at 10 months in adrenal gland, and at 18 months in the hypothalamus. 

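In the hypothalamus, Slc24a2, a sodium, calcium and potassium exchanger of neurons, had a signal of 135 at 4 months, 151 at 10 months, 570.4 at 18 months and 708 at 24 months. The log2 values are 7.08, 7.24, 9.16 and 9.47. The step from 10 to 18 months, of 1.92, was the only one in this tissue that passed the 2-fold rule. The pituitary went the other way, from 487 at 4 months to 258 at 10 months (-0.92, short of the rule), and stayed at 311 and 306 after it. In spleen lymphocyte, liver, kidney and bone, Slc24a2 did not reach a signal of 100 at most ages, with 126 in spleen lymphocyte at 4 months and 124 in bone at 18 months as the exceptions. The adrenal values are not analysed here. From the age of the rise in each tissue, the paper concludes that a comparison of young with old conceals a difference in timing.

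**Figure D2:**
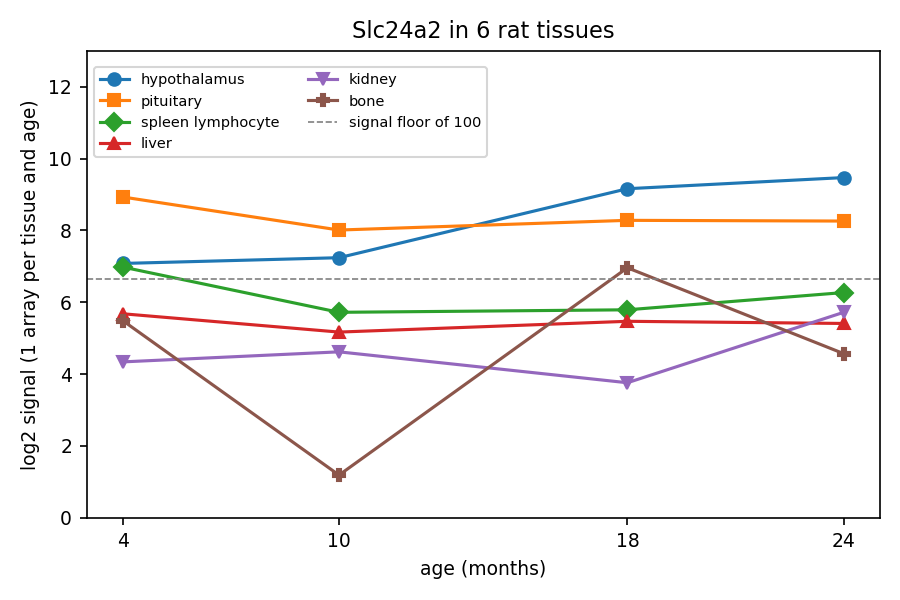
Log2 signal of Slc24a2 at 4, 10, 18 and 24 months in 6 rat tissues, 1 array of pooled RNA per point, with a dashed line at the log2 of a signal of 100. The hypothalamus goes from 7.24 at 10 months to 9.16 at 18 months.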

Threfore, the common genes found in old and young concealed the temporally asynchronous appearance of the tissue aging process. Thus, a global investigation of gene association through time and space would be more helpful for gaining insight into the underlying molecular commonality and diversity among tissues during the aging process, and explain why both common and heterogeneous aging processes were found in previous studies.

Recently, many stochastic properties in the aging process have been investigated. For example, researchers showed that the expression of a variety of housekeeping and cell type-specific genes in individual murine cardiac myocytes became increasingly stochastic as the organism aged [28]. Similar stochastic effects were in aging murine muscle tissues [29]. Rea et al. found that the level of expression of a reporter expressed from a heat shock promoter in response to environmental stress on the first day of adulthood was remarkably stochastic. Moreover, this variation predicted the lifespan of the organism [30]–[31]. Inbred mice under essentially the same conditions demonstrated great variability in biological traits including body weight, and size, for which stochasticity accounted for 70–80% [32]. Our results that age-regulated genes with synchronous or asynchronous expression among tissues distinctly lost significance at old age revealed a new stochasticity property in spatial association of genome-wide gene expression. Genetic components have traditionally been thought to contribute greatly to the aging process, but current studies largely challenge this concept.

Although the underlying molecular mechanisms of aging remain a subject of debate, some anti-aging interventions including DR and resveratrol have been shown to delay aging to some extent in many species [15]–[24]. These age-delaying interventions may exert their effect through the underlying molecular mechanisms of aging. We observed that spatial gene expression was distinctly reversed from a stochastic behavior to a significantly synchronous or asynchronous association in old animals treated with DR and/or resveratrol. This result confirms our finding that the conversion of spatial gene expression from synchrony to asynchrony and stochasticity with age delineate a key molecular event in aging, reflecting the intrinsic mechanism of organismal aging.

A difference in aging between males and females is observed in various species. In most bird species, where the heterogametic sex is female (ZW sex chromosomes), males tend to live longer than females [33]–[34]. When the heterogametic sex (XY sex chromosomes) is male, as in humans and *Drosophila*, females tend to live longer than male. Berchtold et al. found clear gender differences in human brain aging, suggesting that the brain undergoes sexually dimorphic changes in gene expression not only in development but also later in life. Globally across all brain regions, males showed more gene changes than females [35]. We separately analyzed gene expression profiles for male and female mice, and found that the conversion of spatial gene expression association from synchrony to asynchrony occurred earlier in male mice than that in female mice, implying that male mice shows earlier aging traits.

Some studies of aging revealed time-dependent accumulation of DNA or protein damage in cells and organs, associated with gradual functional decline and aging [36]. Cancer and diseases of aging are two effects of DNA damage [37]–[38]. We found that functional pathway analysis of genes with synchronous and/or asynchronous expression at multiple ages demonstrated the same biological features during aging. Genes with asynchronous expression in middle or old age were enriched in pathways for DNA/protein modification, repairing or removing damaged DNA and degrading unneeded or damaged proteins. Pathways in cancer and some cancer-related pathways such as MAPK signaling and Wnt signaling were enriched in genes with asynchronous expression in tissues at middle or old age. These results suggested that asynchronous DNA/protein damage accumulation as well as asynchronous repair, modification and degradation of DNA/protein in tissues possibly promoted senescence or survival responses in tissue cells, leading to asynchronous and permissive alteration of the tissue microenvironment, structure and function. This increases risk for a variety of age-related diseases including atherosclerosis, neurodegeneration and cancer, eventually accelerates organismal aging and death. Interestingly, known age-delaying interventions reversed the asynchronous expression of genes in pathways related to DNA/protein damage, repair and modification, and pathways related to aging diseases including Alzheimer's, Parkinson's and Huntington's disease. This indicated that our findings represent an essential and conserved molecular event occurring in the aging process.

## Materials and Methods

### Microarray experiments of rat aging

This experiment in rats was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of The Ministry of Science and Technology of the People's Republic of China. The protocol was approved by Office of Shanghai Administrative Committee for Lab. Animals, permit number SCXK(Hu) 2007-0005. Male Sprague-Dawley rats were housed in polycarbonate cages in a facility with automatically controlled temperature (22°C), humidity (50%) and light (12 h light/12 h dark cycle). Rats had free access to water and standard chow. We sampled seven tissues or organs, including hypothalamus, pituitary, adrenal gland, spleen lymphocytes, liver, kidney, and bone at four ages: 4-, 10-, 18-, and 24-months-old. For each age, 10 rats were obtained and 7 tissues from the same rat were used, with 5 µg of extracted RNA sample of the same tissue from 10 rats equally mixed. A sample of 15 µg RNA from this mixture was hybridized to Affymetrix RAE230A GeneChips. Thus, the rat RNA sample of each array came from 10 rats, allowing efficient coverage of genetic variations and minimizing the masking of intraindividual variability associated with the stochastic nature of aging [39]. Gene expression signals were calculated with MAS5.0 (Affymetrix) by global scaling to a target intensity of 500. All data is MIAME compliant and the raw data as well as processed data have been deposited in GEO database, accession number GSE23328.

### Other data collection

The other gene expression profiles from *Drosophila* and mice were respectively collected from the following sources: (a) the normalized data of natural aging in *Drosophila melanogaster* was downloaded from GEO at http://www.ncbi.nlm.nih.gov/geo/, accession number GSE6314 [13]; (b) The normalized and processed data of normal aging in male and female mice was directly obtained from the AGEMAP website at http://cmgm.stanford.edu/~kimlab/aging_mouse [14]. Here, we removed bone marrow samples in female mice because they had less than three biological repeats for the 24-month age group; (c) Normalized data of the anti-aging process under intervention of resveratrol and dietary restriction in mice was also obtained from GEO, accession number GSE11845 [25].

### Gene probes filtering

To eliminate gene probes that were potentially unreliable or had noise effects, and to facilitate comparisons, analysis of all datasets was restricted to genes complying with the following two criteria: i) all genes probes with missing values greater than 80% of the total number of samples were removed; and ii) replicated probes representing the same gene were excluded, leaving only the probe that has the maximum number of samples with presented expression.

### Detecting temporal change in gene expression

Gene expression alteration for every temporal phase of each tissue was calculated. Because we used datasets from different microarray platforms and designs, we adopted different statistical approaches to detect differentially expressed genes. For the rat aging dataset measured by Affymetrix gene chip, we combined statistical change algorithms from MAS5.0 and fold-change to find altered genes. Briefly, comparisons used three filters: changed p-values <0.0025 for expression increase (1- change p-values <0.0025 for expression decrease), absolute fold-change of at least 2, and two samples for comparison all detected as present (P) by the MAS 5.0 detection call algorithm. The mouse normal aging dataset had data subjected to Z score normalization transformation, and contained at least three replicated arrays for each tissue, sex and age class. Therefore, an alternative method for calculating significant changes in gene expression was the one-sided two-sample Z test (p<0.01), which maximizes the power of replicates and accounts for variation between replicates on a gene-by-gene basis. Z-tests were also used for the mouse dataset under anti-aging intervention, which used the same Z-score transformation of raw data (p<0.001). For *Drosophila*, two sets of DNA microarray data for the same aging process were measured. We selected genes with a fold-change of at least two for both datasets.

### Spatial association significance of gene expression with the temporal progress of aging

When gene expression increased or decreased in a tissue during a temporal phase, we needed to know if it also increased or decreased in another tissue during the same phase. To determine significant genes with a certain expression behavior between tissues (T_i_ and T_j,_) at a particular age phase P_k_, we denoted N as the number of all genes on the chip, M as the number of genes upregulated or downregulated in tissue T_i_, K as the number of upregulated or downregulated genes in tissue T_j_, and x as the number of overlapped genes with a certain expression behavior between tissues T_i_ and T_j_. The probability that tissue T_i_ has x upregulated or downregulated genes by chance from the list of upregulated or downregulated genes in tissue T_j_ was modeled by a hypergeometric distribution with parameters (N, M, K). The p-value of having x genes or more in tissue T_i_ was calculated by summing the probabilities of a random list of K genes having 0,1, 2, … , x-1 genes in tissue T_i_:
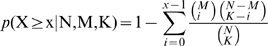
Pairwise tissue comparisons were calculated and tissue pairs with a p-value less than 0.005 or 0.001 were connected into a network as a significant association. We can create a network for each age phase to show the dynamic evolution of the tissue association of gene expression with aging. A global four-dimensional association network through time and space was built by comparing all gene sets under different temporal and spatial situations, comparing changed genes from tissue T_i_ in phase P_n_ with the genes from tissue T_j_ in phase Pm. This comprehensively reflected synchronism, asynchronous, and specific behavior of gene expression among tissues over the lifespan.

## Supporting Information

Table S1 **Enriched functional terms for genes with synchronous and asynchronous expression commonly occurring in Rat and Mouse natural aging process.**
(XLS) Click here for additional data file.

Table S2 **Enriched functional terms of age-related genes with synchronous and/or asynchronous expression during the natural aging process of female mouse.**
(XLS) Click here for additional data file.

Table S3 **Enriched functional terms of age-related genes with synchronous and/or asynchronous expression during the natural aging process of male mouse.**
(XLS) Click here for additional data file.

Table S4 **Enriched functional terms of age-related genes with synchronous and/or asynchronous expression during the natural aging process of rats.**
(XLS) Click here for additional data file.

Table S5 **Enriched functional terms for genes with synchronous expression commonly occurring in anti-aging processes of mouse respectively treated by dietary restriction (EOD) and resveratrol intervention (SDLR,SDHR).**
(XLS) Click here for additional data file.

Table S6 **Enriched functional terms of age-related genes in synchronous expression under anti-aging caloric restriction and/or resveratrol.**
(XLS) Click here for additional data file.

Figure S1 **Overall network of gene associations through time and space in the aging process of (A) male mice (p<0.0005) and (B)** ***Drosophila melanogaster*** **(p<0.0005), showing age-related genes occurring in a particular age phase of a tissue significantly occurring in another phase of the same or different tissue.**
(PDF) Click here for additional data file.

# Supplementary material for: The Spatial Association of Gene Expression Evolves from Synchrony to Asynchrony and Stochasticity with Age
**Source:** PLoS One. 2011 Sep 2;6(9):e24076. doi: 10.1371/journal.pone.0024076
**Supplement:** Figure S1 — Overall network of gene associations through time and space in the aging process of (A) male mice (p<0.0005) and (B) Drosophila melanogaster (p<0.0005), showing age-related genes occurring in a particular age phase of a tissue significantly occurring in another phase of the same or different tissue.

A

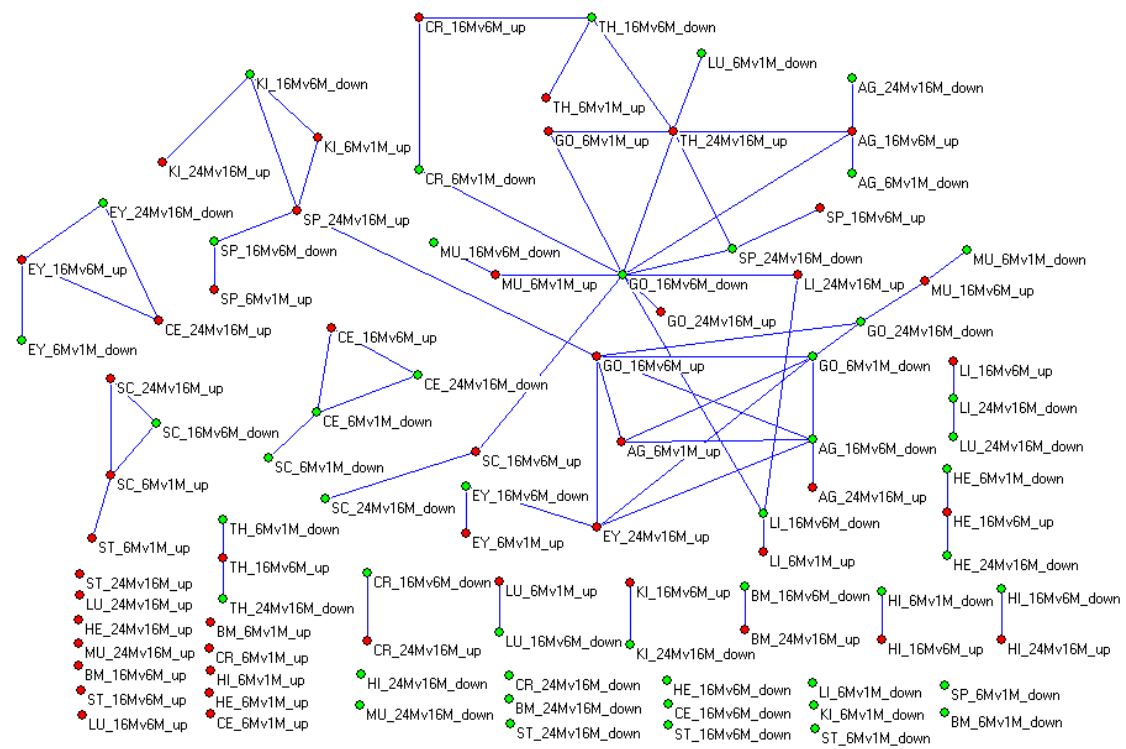

B

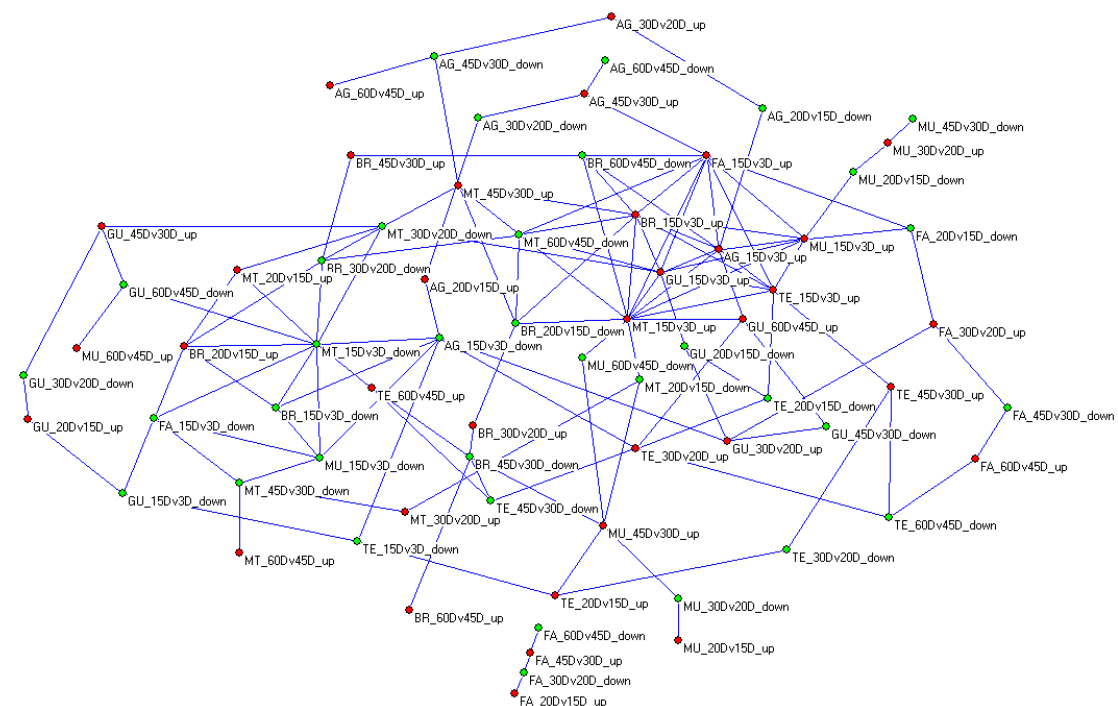

Figure S1 illustrates overall network of genes association through different time and space in age process of (A) male Mice( $p < 0.0005$ ) and (B) *Drosophila melanogaster*( $p < 0.0005$ ), showing whether the age-related genes occurring in particular age phase of some tissue at number significantly also occur in another phase of the same or different tissue.

How the deposited data were processed for this re-analysis (not part of the article)

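RNA of 6 tissues of male Sprague-Dawley rats (hypothalamus, pituitary, spleen lymphocyte, liver, kidney and bone) at 4, 10, 18 and 24 months was measured on 24 Affymetrix arrays, 1 per tissue and age, each with RNA pooled from 10 rats. The adrenal arrays, the mouse and Drosophila data and the treated mice of the paper are not analysed here. The intensities of the scanned probes were summarised by the authors with MAS5.0, whose version is not given in the sources used here, into 1 linear signal per probe set, scaled to a target of 500. The deposited values are these intensities, with no background left to subtract and no further normalization applied here for the results at the claims. Detection calls and change p-values of MAS5.0 were not used here.

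Probe sets were named through the array's annotation table: 12789 had 1 gene symbol, 312 several and 2771 none. Controls were left out of the last number only, and some of the 57 control probe sets carry a symbol and are counted with the others. Of the named ones, 12754 had a gene identifier in the RefSeq gene table, and 0 symbols changed by it. Probe sets with several symbols or none named no gene. Where a gene had several probe sets, which held for 1870 of the 10412 genes, the one past the floor on the most arrays was kept. Array medians ran from 213 to 309 with a median of 244, and the number of arrays, 1 per tissue and age, limits the precision.

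A gene was called changed in a tissue and phase at a 2-fold difference with a signal of at least 100 on both arrays. For each pair of tissues and directions, the genes called in both were set against the hypergeometric distribution over all genes on the array, and a pair was called connected at the paper's tail of 0.001, or 0.0001 across phases. No hypergeometric p is printed, as genes are not replicates; the text gives the overlap, the overlap of independent lists, and how many of 10000 random lists matched on mean signal in 10 bins reached it. Medians of 48 gene lists were described the same way, by their percentile among 10000 random lists, and lists with under 4 measured members have no percentile. With 1 array per group, a phase within a tissue leaves no replicates for a test. A trend over the 4 ages of a tissue was not tested. The only test across samples was limma on log2 signals floored at 100, with tissue and age as factors over all 24 arrays, for the 8453 genes past the floor on at least 12 of them, with 15 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. Its calls were compared with those of all 32 ways of swapping the 2 ages of a phase within tissues. The tissues of an age came from the same 10 rats, so neither limma nor the swaps measure the spread between rats. The array weights given for single arrays were not used in the main fit, and they fall with any change in 1 tissue alone.

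The genes named in the text come from those that the paper names, and for each tissue and phase the 2 largest rises and the 2 largest falls. They also come from the 5 shared genes with the largest smaller change for each connected pair, 10 genes per phase that changed the same way in the most tissues, the 10 first genes of limma past its threshold, 2 to 4 members of each list described, and the genes of Table S4. Only part of the genes of this rule are printed, and they were picked among them after their values were seen. Values in the paper's tables were seen before this rule was written. Genes named for a second probe set, for markers with a high signal in liver or of other cell types, or for a course over several phases were chosen after their values were seen.

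The alternatives tried were other floors on the signal, other fold limits, quantile normalization between arrays, centring on the median, a pseudocount of 50, other probe set rules, another gene background, other thresholds, limma with fewer arrays or with array weights, and leaving out each tissue in turn. Chosen after seeing the data were other ages in place of the 10-month hypothalamus and 18-month kidney arrays, both tissues left out, and 383 genes far more abundant in liver at 4 months, or 352 by the mean of the 4 ages, left out.

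Each step was tested on simulated data. A connection of shared genes put into simulated arrays was found in 20 of 20 simulations, with 462 of 600 shared genes called and 1 connection among 1180 other pairs. Shifted gene lists lay beyond the 99th percentile in 185 of 200 cases, and unshifted ones lay outside the percentiles 1 and 99 in 2 of 200. For limma, 88, 78 and 84 of 100 genes with a common shift of 1 on the log2 scale were recovered in the 3 phases, and 27, 12 and 22 of 100 at a shift of 0.5. At either shift, limma also called 9, 6 and 4 genes without a shift. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.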

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

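The tests of liver RNA in the hypothalamus array alone, of equal random deviation in all arrays, of a deviation that depends on the probe set, and those with other ages in place of an array or without genes abundant in liver, were chosen only after the result was seen.

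The genes that rose in hypothalamus and fell in kidney from 10 to 18 months numbered 25, and the changes of these tissues correlated at -0.378 across genes, which are not independent replicates. RNA quality in both tissues is argued against by kidney, where the log2 of the 3 prime to 5 prime ratio changed by 0.18 for Actb, -0.11 for Gapdh and -0.43 for Hk, but in hypothalamus, where Actb and Hk had their highest ratios at 10 months, it changed by -1.88, -0.09 and -2.87, so RNA quality of that array alone stays open. A deviation shared by the 10-month hypothalamus and 18-month kidney arrays may depend on the probe set. It cannot be told apart from a change with age that does so too. Over 448 genes the correlation was -0.476 on the same probe sets in both tissues and -0.04 on different ones (95% bootstrap interval -0.128 to 0.054). This argues against a change of whole genes as its source over these 448. The agreement of the probe sets within hypothalamus (0.02) and kidney (0.25) would give -0.07. That comparison does not decide, as the 0.02 is itself low, against 0.38 in hypothalamus from 4 to 10 months. Of the 25 genes, 12 had a second probe set past the floor, and 5 of these changed the same way on it in both tissues. With hypothalamus from 4 to 18 months 13 genes were shared (4.48 for independent lists, still connected) at a correlation of 0.01, with kidney from 10 to 24 months 3 (0.63, not connected) at -0.07, with both 5 (0.48, still connected) at -0.07, with both from 4 to 18 months 7 (5.40, not connected) at 0.05, and with both from 4 to 24 months 4 (1.05, not connected) at 0.00. For the shared genes, a change with age in both tissues stays open and was not tested.

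In every tissue, changes of one phase were followed by opposite changes in the next, with a mean correlation of -0.44 (SD 0.21) over the 12 pairs of consecutive phases. Deviation of the single array that both phases share is a candidate explanation, since arrays that deviate at random from an unchanging level gave -0.50. Random deviation of the same size in every array is argued against, as 5 of 12 pairs lay outside -0.7 to -0.3, from -0.81 in kidney to -0.13 in bone. Its simulation connected 41.50 of the 72 pairs of gene sets within tissues, against 26 in the data. Most of that excess lay in phases that share no array. There the count rests on the spread given to each simulated gene, so nothing is concluded from it. A change with age that is later undone stays open, as it predicts the same sign and no tissue and age has a second array.

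From 4 to 10 months, 4 genes rose in both hypothalamus and kidney: Alb, Rup2, Sv2b and Rbm15. Liver RNA in both 10-month arrays is argued against by the kidney, where the hepatocyte markers had a median change of 0.07, while 27 of the 36 markers were measured in hypothalamus, with a median of 1.28. Liver RNA in the 10-month hypothalamus array alone may account for part of the rise of Alb and Rup2 there, as 82 of the 100 genes most abundant in liver were higher at 10 months than at both neighbouring ages, against 14 to 48 in the other tissues, but this cannot be told, as their excess of 12.69% and 8.77% of the liver signal lies above the 95th percentile of these genes, 2.62%. For Sv2b and Rbm15 it is argued against, as their rises were 100.36% and 54.0% of the liver signal and they stayed high at 18 months. The pair was not connected without genes abundant in liver at 4 months, which leaves out Sv2b and leaves 1 shared gene (0.16 for independent lists), nor without those abundant over the 4 ages, which keeps it and leaves 2 (0.20), and expression of these genes in the aging hypothalamus stays open.

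Chance puts about 1 in 20 groups of arrays into the list of values that follows, in which 1 of 6 tissues or 1 of several ages stands apart from the rest by its gap to the nearest. Such values arose in 3 of 36 groups of array measures, 3 of 6 of changed genes and 20 of 134 of list medians. The log2 of the 3 prime to 5 prime ratio of Actb in liver was 1.43 at 24 months, next to 2.61. The median signal in kidney was 214 at 18 months, next to 239. The 5th percentile in bone was 33.5 at 18 months, next to 12.0. Bone had 455 genes lower from 4 to 10 months, next to 194 in another tissue. It had 541 higher from 10 to 18 months, next to 235. It had 453 lower from 18 to 24 months, next to 152.

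Among list medians from 4 to 10 months, bone stood apart for matrix proteins at -1.24 (next -0.24), antioxidant and glutathione enzymes at 0.34 (0.11) and erythroid markers at 1.21 (0.21). It did so too for osteoblast and osteocyte markers at -1.86 (-0.49), cartilage markers at -1.82 (-0.16) and skeletal muscle markers at 1.26 (0.20). Liver stood apart for cholesterol synthesis at 0.36 (-0.12). Pituitary did for neuron markers at 0.14 (0.01) and choroid plexus and ependymal markers at 0.26 (-0.07). In the next phase, from 10 to 18 months, bone stood apart for bile acid and drug metabolism at 0.59 (-0.05), the circadian clock at 0.47 (0.08) and oligodendrocyte markers at 0.67 (0.05). Kidney did for senescence and cell cycle inhibitors at -0.30 (-0.02). From 18 to 24 months, liver stood apart for fatty acid synthesis at 0.48 (0.10). Bone did for integrins and focal adhesion at 0.36 (0.13), kidney markers at -0.71 (-0.08), pituitary markers at -0.76 (-0.16) and neuron markers at -0.65 (-0.06). In the same phase bone also stood apart for oligodendrocyte markers at -0.67 (-0.10) and skeletal muscle markers at -0.49 (0.09).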

How the results depend on the processing

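Other ages in place of the 10-month hypothalamus and 18-month kidney arrays, leaving out both tissues, and leaving out genes abundant in liver were tests chosen only after the result was seen. The number of connections depended on most choices. With 1 array per tissue and age, and signals near the floor of 100 for many genes, single changes rest on the precision of a single array. Of 1190 values of named genes under other settings, 1078 kept their side of the rule for a changed gene, 102 no longer met it, 1 came to meet it, 2 moved and 7 reversed. Of 340 list medians, 306 stayed and 34 moved, and 0 reversed. Of the 252 counts per tissue, phase and direction, 75 stayed within 1.5 times. Unless said otherwise, the cause was not tested.

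Synchronous and asynchronous connections are given in the order of the 3 phases. A floor of 50 gave 6 and 3, then 6 and 9, then 4 and 8. A floor of 200 gave 1 synchronous connection from 10 to 18 months. A floor of 400, which leaves fewer genes, gave 1 synchronous from 4 to 10 months, 0 and 0 from 10 to 18 months and 1 synchronous from 18 to 24 months. The floor in only 1 of the arrays gave 6 and 2, then 4 and 7, then 3 asynchronous. A 3-fold change gave 0 synchronous, then 1 and 1, then 0 synchronous. A 1.5-fold change gave 16 synchronous, then 5 and 12, then 5 and 7. Quantile normalization gave 1 synchronous from 10 to 18 months, then 1 and 1. It left pituitary with bone, liver with bone, kidney with bone and hypothalamus with pituitary unconnected, and connected the genes lower in hypothalamus and higher in kidney. Centring on the median gave 1 synchronous from 18 to 24 months. A pseudocount of 50 gave 0 and 1 from 10 to 18 months. All probe sets gave 8 synchronous, then 5 asynchronous, then 4 and 1. A threshold of 0.005 gave 5 synchronous, then 5 and 5, then 1 asynchronous. A threshold of 0.0001 gave 1 synchronous from 4 to 10 months and 1 from 18 to 24 months. Over the fits that leave out a tissue, the range from 4 to 10 months was 1 (without bone) to 3 synchronous and 0 asynchronous. It was 0 (without bone) to 2 synchronous and 0 (without kidney) to 2 asynchronous from 10 to 18 months, and 1 to 2 synchronous and 0 asynchronous from 18 to 24 months. Without hypothalamus and kidney, 10 to 18 months had 1 and 0, and without genes abundant in liver, by the signals at 4 months or by the mean of the 4 ages, 4 to 10 months had 1 synchronous.

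The mean correlation between tissues, across genes that are not independent replicates, was 0.042 from 4 to 10 months (0.037 to 0.050 with a tissue left out), -0.041 from 10 to 18 months (-0.062 to 0.005, above 0 only without kidney) and -0.016 from 18 to 24 months (-0.032 to 0.008, above 0 without hypothalamus). The overlap of genes higher in hypothalamus and lower in kidney was 13, 3 and 5 with hypothalamus, kidney or both at another age, and the correlation 0.01, -0.07 and -0.07. With both tissues from 4 to 18 months the overlap was 7 and the correlation 0.05, and with both from 4 to 24 months 4 and 0.00. Connections across phases numbered 13 in the same tissue at a floor of 400 and 11 at a 3-fold change. Between different tissues they numbered 27 at a floor of 50, 3 at 400, 1 at a 3-fold and 56 at a 1.5-fold change. Genes with a common shift from 4 to 10 months numbered 2 among genes past the floor on all 24 arrays, 0 with only the 12 arrays of the phase, 7 with array weights, and 0 to 1 with a tissue left out. Leaving out a tissue gave 0 from 10 to 18 months. From 18 to 24 months, array weights gave 1 and leaving out a tissue gave 0 to 2, the highest without bone.

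The number of changed genes summed over tissues, 4 to 10 months, was 2998 at a floor of 50, 1068 at 200, 591 at 400, 354 at a 3-fold and 7528 at a 1.5-fold change. The number of changed genes summed over tissues, 10 to 18 months, was 3646, 777, 282, 250 and 8178 in that order, and that of changed genes summed over tissues, 18 to 24 months, was 3242, 735, 326, 171 and 7764. Stricter limits leave fewer genes by construction. Values that reversed with the probe set were RT1-Bb, kidney, 4 to 10 months, at -6.19 on the probe set with the highest mean and -1.52 over the mean of its probe sets, and RT1-Bb, kidney, 10 to 18 months, at 6.16 and 2.32. RT1-Bb in liver from 10 to 18 months was at 0.85 on the probe set with the highest mean. Over the mean of their probe sets, Sv2b in kidney from 4 to 10 months was at -0.35 and Gnb1 in hypothalamus from 10 to 18 months at -0.01.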

Differences from the paper's values

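No test in this part was chosen after its result was seen. The paper's figures cover 7 tissues, and only their connections among the 6 tissues analysed here were counted. The rule for a changed gene differs from the paper's, as detection calls and change p-values were replaced by a floor on the signal. Values are said to differ where one is more than 1.5 times the other. Fig. 1A shows about 0 synchronous connections from 10 to 18 months, read by eye, against 2 here. Of the alternatives set before the data were examined, a floor of 400 and a pseudocount of 50 give 0, and so does leaving out bone, which leaves 5 tissues. The others, which still differ, give 1 to 6. For 18 to 24 months, Fig. 1A shows about 1 synchronous connection, read by eye, against 2 here. A floor of 400, quantile normalization, centring on the median and a threshold of 0.0001 give 1, and so does leaving out hypothalamus, pituitary, liver or kidney. A 3-fold change gives 0, and the others give 2 to 5. In Fig. 3A, about 7 gene sets of the 6 tissues have no connection, read by eye, against 0 of 36 here. The alternatives run for it differ too: a floor of 50, a 1.5-fold change, the genes past the floor as background and a threshold of 0.001 give 0, quantile normalization 1, a floor of 200 3, a floor of 400 12 and a 3-fold change 15. Of the calls of Table S4 in hypothalamus from 10 to 18 months for genes on the array, the paper's number is 20, and 11 were made here. A floor of 50 gives 16, which is within 1.5 times of 20 and so no longer differs, and the others give 4 to 12.

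The paper gives Mapt as higher in hypothalamus and lower in kidney from 10 to 18 months. The probe set kept here had changes of -0.31 and -0.23, and another, which the rule of the highest mean signal keeps, had 2.15 and -1.86. For Ctnnb1, the kept probe set moves the way the paper states, at 3.03 and -1.68, and a second one moves from 5992 to 2249 and from 3613 to 7284. Uba6 rose in the paper in hypothalamus, where the change here was 2.70 from a signal of 71.7, under the floor. It is called there with a floor of 50 and with the floor in only 1 of the arrays. Fig. 1A connects genes lower in hypothalamus and higher in kidney from 10 to 18 months; here 6 genes were shared, where 1.38 would be for independent lists, and the pair did not pass the threshold. It did so with a floor of 50 or 200, the floor in only 1 of the arrays, a 1.5-fold change, quantile normalization, centring on the median, all probe sets and a threshold of 0.005. Pairs connected here but not in Fig. 1A were pituitary with bone from 4 to 10 months, hypothalamus, liver and kidney each with bone from 10 to 18 months, and hypothalamus with pituitary from 18 to 24 months. Of the 14 alternatives, they were connected under 5, 9, 9, 10 and 5, in this order.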

Other observations

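The comparison of deviations between all pairs of arrays was a test chosen only after the result was seen. In the hypothalamus from 18 to 24 months, genes of protein production and breakdown and of respiration were lower as groups. The ribosomal proteins had a median log2 change of -0.55, with 5 of 39 lower and 0 higher, such as Rpl6 (-1.21) and Rplp0 (-1.09). The proteasome subunits had a median of -0.55, with 3 of 31 lower, Psma2 (-1.06), Psmc5 (-1.04) and Psmd13 (-1.02). The subunits of oxidative phosphorylation had a median of -0.40, with 4 of 70 lower, such as Atp5mg (-1.10) and Sdhb (-1.05). These medians lay below all of 10000 random lists matched on mean signal. The 24-month hypothalamus array, on which all of these falls rest, stands apart from the other 3 of its tissue, with a weight of 0.453 in limma against 0.918 to 0.974, and with the largest deviation from the mean of the tissue (SD 0.356 on the log2 scale). A change with age in this tissue alone would also lower the weight and raise the deviation. In liver in the same phase, ribosomal proteins (-0.38) and oxidative phosphorylation (-0.35) were low as well, while cholesterol synthesis had a median of 0.47 and fatty acid synthesis of 0.48, with Thrsp (1.15) and Slc25a1 higher. RNA quality differed between these liver arrays, as the log2 of the 3 prime to 5 prime ratio of Actb fell from 2.61 to 1.43. In hypothalamus it went from 1.21 to 1.10, and that of Hk from 3.13 to 3.98. Prlr, the prolactin receptor (1.71), and Sult2a6, a sulfotransferase (1.64), rose in liver along with Cyp2c12. Acute phase genes higher in liver included Lcn2 (2.04) and Crp (1.35), and antigen presentation had a median of 0.36 in liver, with RT1-Da (1.22) higher. From 4 to 10 months, the interferon response had a median of 0.53 in liver, with 5 of 26 genes higher, such as Ifitm3 (1.40), Mx2 (1.38) and Ifit1 (1.36), and Mx2 fell from 10 to 18 months (-1.87).

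In spleen lymphocyte from 10 to 18 months, markers of cytotoxic cells were higher, with a median of 0.88 and 5 of 12 higher, among them Gzmb (1.84), Gzmk (1.21), Nkg7 (1.19) and Klrg1 (1.19). Markers of neutrophil granules had a median of 0.58, with S100a9 (1.66) and S100a8 (1.66) among 5 of 11 higher. In kidney from 4 to 10 months, glucocorticoid response genes had a median of -0.42, with Per1 (-1.70) and Fkbp5 (-1.08) lower and Cdkn1a (1.15) higher, and in liver Tsc22d3 was lower (-1.42). Between these kidney arrays the log2 of the 3 prime to 5 prime ratio of Hk went from 1.31 to 4.75. That of Actb went from 1.56 to 1.76 and that of Gapdh from 0.80 to 0.77. In pituitary from 4 to 10 months the hypothalamic hormones Avp (1.96) and Oxt (1.80) rose. In bone from 10 to 18 months, cartilage markers fell further, with a median of -0.93 and 5 of 11 lower, such as Col10a1 (-2.14) and Col9a1 (-1.58). In the same arrays, markers of tissues other than bone were high: exocrine pancreas at a median of 1.17, pituitary at 0.94, neurons at 0.78, hepatocytes at 0.69 and kidney at 0.68. From 18 to 24 months pancreas was at -1.11, kidney at -0.71 and neurons at -0.65. In all, 113 of 817 medians of 47 lists lay beyond the percentiles 1 and 99, and 85 of these were at least 0.3 in size. For random lists of unrelated genes 16 would lie there. Genes of a list can move together when 1 array deviates, so the excess does not tell a change with age from such a deviation.

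Across the 6 tissues, limma called 1 gene from 4 to 10 months, RT1-T24-4 of the class I histocompatibility family. It was higher in 6 of 6 tissues by 0.84 (standard error 0.14, adjusted p = 0.028), and 461 genes had an unadjusted p under 0.05. The tissues of an age came from the same 10 rats, so these values hold the spread between tissues, not between rats. A difference between the groups of rats cannot be told from a change with age. The assignments of ages that follow also treat the tissues as independent. Of 32 ways of assigning the ages within tissues, 1, the real one, called a gene, and the highest of the others was 0, but a single gene in 1 of the 3 phases tested is too little to say that chance is excluded. With pituitary, spleen lymphocyte, liver, kidney or bone left out in turn, or with only the 12 arrays of the phase, limma called 0 genes. Without hypothalamus limma still called 1. Col3a1 was at -1.12 (adjusted p = 0.063), lower in 6 of 6 tissues, and did not pass. In the phase from 10 to 18 months limma called 0 genes, with 207 at an unadjusted p under 0.05, and from 18 to 24 months 0, with 247. With 0 genes called in the real assignment, all 32 reach it by definition (the highest other was 0), so nothing follows about chance. At the unadjusted limit, other assignments reached 402, 848 and 500 genes in the 3 phases. RT1-CE10 was at 1.57 from 18 to 24 months, higher in 6 of 6 tissues, with an adjusted p of 0.31.

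Summed over all pairs of tissues, shared genes exceeded those of independent lists for both kinds of association in each phase. Synchronous overlaps came to 128, 127 and 100 genes in the 3 phases, at 2.32, 1.77 and 2.02 times the number for independent lists of genes past the floor. Asynchronous overlaps came to 74, 137 and 93, at 1.42, 2.06 and 1.73 times. Pairs of different tissues in the same phase were connected for 7 of 90 synchronous and 2 of 90 asynchronous pairs. At this same threshold, pairs of different tissues and different phases passed for 10 of 180 synchronous and 6 of 180 asynchronous pairs. At the stricter threshold used above for connections across phases, 6 of 180 and 5 of 180 passed. The largest overlap between different tissues and phases was of 34 genes lower in hypothalamus from 4 to 10 months and higher in kidney from 18 to 24 months, where 3.60 would be shared. The deviations of the 10-month hypothalamus and 18-month kidney arrays from the mean of their tissue correlated at 0.503 across genes. This was the highest of 240 pairs of arrays, with the next highest at 0.239 and the lowest at -0.356. Of 610 calls of genes with a second probe set past the floor, 396 had the same direction on it, 105 at 2-fold, and 18 were opposite at 2-fold. The share with the same direction ran from 3 of 13 in pituitary from 10 to 18 months to 81 of 91 in bone from 4 to 10 months. In hypothalamus from 10 to 18 months it was 40 of 77, with 12 at 2-fold and 6 opposite at 2-fold.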
